# The Epipeptide YydF Intrinsically Triggers the Cell Envelope Stress Response of *Bacillus subtilis* and Causes Severe Membrane Perturbations

**DOI:** 10.3389/fmicb.2020.00151

**Published:** 2020-02-11

**Authors:** Philipp F. Popp, Alhosna Benjdia, Henrik Strahl, Olivier Berteau, Thorsten Mascher

**Keywords:** *Bacillus subtilis*, antimicrobial peptides, cell envelope stress response, RiPP, epipeptide, membrane depolarization, membrane rigidity

## Abstract

The Gram-positive model organism and soil bacterium *Bacillus subtilis* naturally produces a variety of antimicrobial peptides (AMPs), including the ribosomally synthesized and post-translationally modified AMP YydF, which is encoded in the *yydFGHIJ* locus. The *yydF* gene encodes the pre-pro-peptide, which is, in a unique manner, initially modified at two amino acid positions by the radical SAM epimerase YydG. Subsequently, the membrane-anchored putative protease YydH is thought to cleave and release the mature AMP, YydF, to the environment. The AMP YydF, with two discreet epimerizations among 17 residues as sole post-translational modification, defines a novel class of ribosomally synthesized and post-translationally modified peptides (RiPPs) called epipeptides, for which the mode-of-action (MOA) is unknown. The predicted ABC transporter encoded by *yydIJ* was previously postulated as an autoimmunity determinant of *B. subtilis* against its own AMP. Here, we demonstrate that extrinsically added YydF^*^ kills *B. subtilis* cells by dissipating membrane potential via membrane permeabilization. This severe membrane perturbation is accompanied by a rapid reduction of membrane fluidity, substantiated by lipid domain formation. The epipeptide triggers a narrow and highly specific cellular response. The strong induction of *liaIH* expression, a marker for cell envelope stress in *B. subtilis*, further supports the MOA described above. A subsequent mutational study demonstrates that LiaIH—and not YydIJ—represents the most efficient resistance determinant against YydF^*^ action. Unexpectedly, none of the observed cellular effects upon YydF^*^ treatment alone are able to trigger *liaIH* expression, indicating that only the unique combination of membrane permeabilization and membrane rigidification caused by the epipetide, leads to the observed cell envelope stress response.

## Introduction

In order to establish themselves in their natural habitats, all living organisms need to defend and secure their environmental niches against rivaling species. Bacteria have developed diverse strategies to outperform competitors e.g., for limited amounts of nutrients, including the production of antibiotics (Czárán et al., 2002). One important antibiotic class that is particularly relevant for Gram-positive bacteria are antimicrobial peptides (AMPs), which usually target cell envelope integrity by a range of different mechanisms (Malanovic and Lohner, 2016). Despite the differences in their specific mode-of-action (MOA), AMPs share common structural features such as high amount of hydrophobic residues and their overall cationic charge (Guilhelmelli et al., 2013). The latter allows AMPs to bind the negatively charged surface of the bacterial cytoplasmic membrane, while the first promotes the integration and disruption of membrane homeostasis (Teixeira et al., 2012; Malanovic and Lohner, 2016). As a consequence, targeted cells suffer severe envelope damage, which inevitably results in cell death (Jordan et al., 2008).

Not surprisingly, bacteria developed different strategies to closely monitor their cell envelope and sense the presence of AMPs to ensure a rapid response in launching defensive counteractions (Staron et al., 2011; Guilhelmelli et al., 2013; Radeck et al., 2016b). The Gram-positive soil bacterium *Bacillus subtilis* harbors a complex cell envelope stress response (CESR) network orchestrated by at least four extracytoplasmic function sigma factors (ECFs) and a similar number of two-component systems (TCSs) (Jordan et al., 2008; Helmann, 2016; Radeck et al., 2016a). One such TCS, LiaRS, responds to a broad range of cell envelope stress conditions, including cell envelope perturbing agents (including AMPs), but also abiotic stresses such as heat and osmotic shock (Mascher et al., 2003, 2004). In response, it strongly induces the expression of a single operon, *liaIH*, which encodes a membrane associated protein, LiaI, and a phage-shock protein homolog LiaH (Wolf et al., 2010; Domínguez-Escobar et al., 2014; Radeck et al., 2016b).

While the CESR of *B. subtilis* has so far been mostly studied with regard to extrinsically applied stress conditions, we recently also observed an endogenous induction of specific CESR modules in stationary phase cultures. The two cannibalism toxins SDP and SKF—AMPs that are produced to delay or even prevent the production of dormant endospores (González-Pastor et al., 2003; González-Pastor, 2011)—trigger the CESR network (Höfler et al., 2016). Additionally, a random mutagenesis study revealed genes that intrinsically activate the Lia system. Transposon insertions into the genes *yydIJ* resulted in an elevated P_*liaI*_ activity, indicative of intrinsic cell envelope stress in the absence of this postulated ABC transporter (Butcher et al., 2007). Subsequent investigations supported that the *yydFGHIJ* operon encodes a post-translationally modified peptide (RiPP) biosynthesis locus, with YydF predicted to be the epipeptide precursor (Butcher et al., 2007). Later, it was shown that YydF is a 17mer RiPP secreted in *B. subtilis* supernatant and containing, in an unexpected manner, two critical epimerizations conferring YydF with antimicrobial properties (Benjdia et al., 2017b). Hereby, a σ^A^-dependent promoter drives the expression of the *yyd* operon (Figure 1, steps 1–2). Pre-pro-YydF is initially post-translationally modified by YydG, a radical S-adenosyl-L-methionine (SAM) epimerase, by substituting two amino acids from the L-form into their D-counterparts (Benjdia et al., 2017b; Figure 1, step 3). Final processing and export of pre-YydF is presumably mediated by the membrane-bound protease YydH (Figure 1, step 4) leading to the biosynthesis of a novel class of RiPPs called epipeptides (Benjdia et al., 2017b). The co-produced ABC transporter YydIJ is postulated to provide autoimmunity against the active extracellular YydF. If this AMP acts on the cell envelope in the absence of the putative resistance mechanism *yydIJ*, an intrinsic envelope stress was observed, substantiated by LiaRS activation (Butcher et al., 2007; Figure 1, step 5). So far, neither the MOA of YydF, nor the intrinsic resistance mechanisms that *B. subtilis* can mount have been experimentally studied. Based on the data available so far, both LiaIH and YydIJ represent potential candidates (Figure 1, steps 6–7).

**Figure 1:**
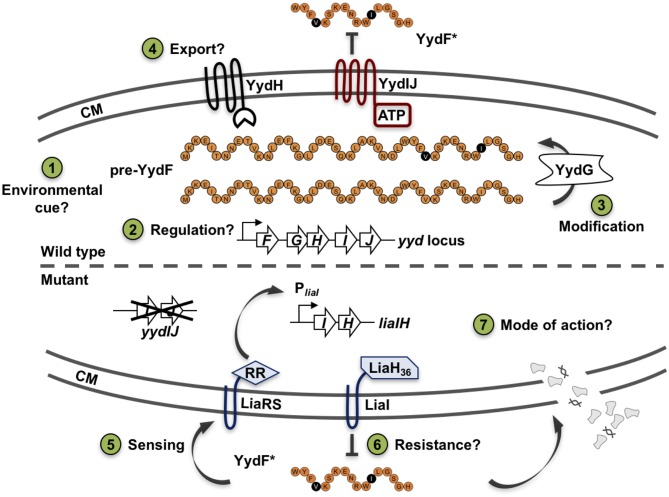
Schematic overview of the *yydFGHIJ* operon in *B. subtilis*. In the wild type (1–4), at transition from exponential to stationary phase a yet unknown cue triggers expression of the *yyd* operon (1). P_*yydF*_ is described as a constitutive σ^A^-dependent promoter, details on any regulation beyond that are still missing (2) (Butcher et al., 2007). The radical SAM epimerase YydG post-translationally modifies pre-YydF by substituting two amino acids from their L-form into their D-counterparts (3) (Benjdia et al., 2017b). Export and further processing of pre-YydF to its active from is most likely mediated by the membrane bound protease YydH (4). The ABC transporter YydIJ is postulated as potential resistance determinant (red). In a *yydIJ* knockout strain (5–7), active YydF* launches the LiaRS TCS (5) (Butcher et al., 2007). The phage-shock like protein LiaH and its anchor protein LiaI, are potentially involved in mediating resistance against YydF* (6). Detailed investigations if and how YydF* kills *B. subtilis* cells are yet to be unraveled (7). Arrows indicate activation, T-bars inhibition; CM, cytoplasmic membrane.

In this work, we address these open questions by making use of chemically synthesized mature YydF peptide (referred to as YydF^*^) extrinsically applied and thereby uncoupled form its native expression. Global transcriptome profiling of the YydF^*^ stress response results in a very narrow CESR, primarily triggering *liaIH* induction. Subsequent functional studies identify LiaIH, and not YydIJ, as the major resistance determinant against YydF^*^. Finally, we demonstrate that this AMP kills cells by depolarizing the membrane via membrane permeabilization. Moreover, YydF^*^ leads to a strong reduction in membrane fluidity, substantiated by lipid domain formation based on local differences in lipid packing. This killing mechanism enlightens the MOA of epipeptides and adds to the diversity in MOA observed for AMPs produced by Gram-positive bacteria.

## Results

### Both Chemically Synthesized and Intrinsically Produced YydF Trigger the LiaRS-Dependent Cell Envelope Stress Response

Before analyzing the MOA and the underlying global stress response pattern triggered by the AMP YydF, we first verified that synthetic and extrinsically applied YydF^*^ truly activates the TCS LiaRS in a comparable manner to the previously observed intrinsic induction in a *yydIJ* mutant (Butcher et al., 2007; Figure 2). In this mutant, the Lia response is indeed triggered at the transition from exponential to stationary phase (Figure 2A). At peak levels (after ~6 h of growth in MNGE medium), we observe luminescence signals of the Lia promoter that are comparable to a full induction of the system with known inducers (Mascher et al., 2004; Radeck et al., 2016b). Individual disruptions of all other genes within the *yyd* locus lead to no notable Lia promoter activity, and were comparable to the wild type setting as well as to a full knockout of the *yyd* operon (Figure 2A, lower panel). In contrast to growth in minimal (MNGE) medium, we did not observe any YydF-dependent Lia activity under nutrient-rich growth conditions (LB medium) using the same set of strains (Figure S1). This enabled us to subsequently analyze the response to extrinsically added YydF^*^ in the wild type reporter strain without interference by the intrinsic transition state induction. In LB medium, addition of 0.5 μM YydF^*^ lead to a rapid induction of the Lia promoter (Figure 2B). The response reached maximum levels within an hour post-induction and then decreased continuously over the remaining time of the experiment (Figure 2B, lower panel). At these concentrations, addition of YydF^*^ not only fully triggers the Lia response but also had a minor effect on growth, demonstrating that YydF^*^ is able to cause severe cell envelope stress to *B. subtilis* cells. Based on these initial observations, we next aimed at studying the global transcriptional response to YydF^*^-dependent cell envelope stress.

**Figure 2:**
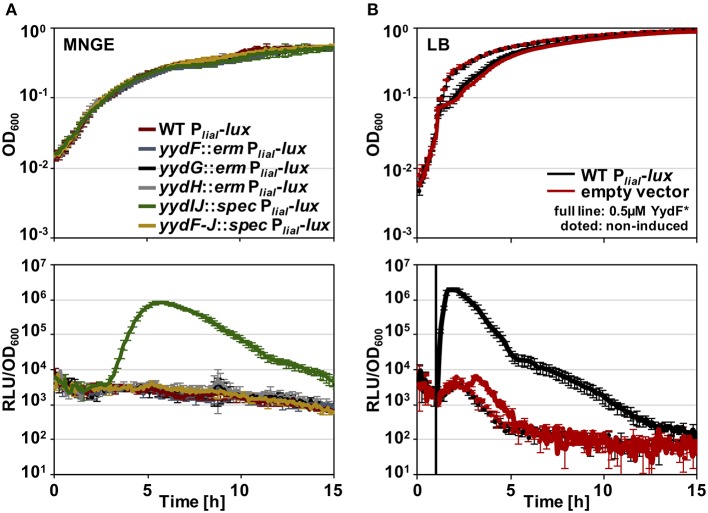
Growth curves and luciferase activity of *B. subtilis* P_*liaI*_-*lux* strains. Upper panels depict growth curves, lower panels show luminescence values normalized over optical density. **(A)** Growth in minimal media of P_*liaI*_-*lux* strains in the wild type background and individual *yyd* mutants. **(B)** Wild type P_*liaI*_-*lux* (red) and an empty vector control (blue) incubated in full medium, were challenged with extrinsic added 0.5 μM YydF* (full lines) or non-treated (dotted lines).

### Transcriptome Profiling of *B. subtilis* Upon YydF^*^ Treatment

Toward this end, we performed RNA-sequencing (RNA-seq) experiments with *B. subtilis* treated with YydF^*^ at sub-lethal concentrations (0.5 μM), which resulted in only minor growth defects. We compared the gene expression profiles between induced and non-induced samples 10 min post-induction (see methods for detail). 

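RNA of *B. subtilis* W168 was sequenced from 3 samples exposed to 0.5 µM YydF* for 10 min and from 3 non-induced samples. The authors depleted ribosomal RNA, made directional libraries, mapped the reads with Bowtie2 and counted them per annotated feature with featureCounts (version 1.6.1). The deposited counts cover 5835 features: 4246 genes, 1584 transcribed segments that carry only a segment number, such as S25, and 5 small RNAs. Non-induced libraries held 4891731 to 6711870 counts and YydF*-treated libraries 5256597 to 6306113. *tufA*, which encodes elongation factor Tu, took the largest share in each library, from 1.93% to 2.17%. Counts were scaled with the TMM method and compared with the quasi-likelihood test of edgeR, and adjusted p-values are from the Benjamini-Hochberg method over the 4449 features that passed edgeR's filter on low counts. Of these, 3867 are genes. All log2 fold changes are YydF*-treated over non-induced, and levels are TMM-normalized CPM, which are counts scaled to a common library total, given as mean ± SD with n = 3 libraries per group. Positions refer to the reference sequence of *B. subtilis* 168 to which the authors mapped the reads. The leading principal component, with 55.3% of the variance of the log2 CPM, separated the treated from the non-induced libraries. The methods give biological and technical triplicates without saying which the 3 libraries of a group are, so the p-values measure the spread between these samples, which may be technical.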

In total, only 21 genes were differentially expressed in the presence of YydF^*^ (Figure 3, Table 1 and Table S2). 

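All 21 genes of Table S2 were at least 4-fold higher in the YydF*-treated samples with an adjusted p under 0.05 from edgeR's quasi-likelihood test. The smallest change among them was in *nhaX* and the largest in *liaH*. A further feature, S870, is an unnamed segment of 82 bases between *ypbH* and *ypbG* (2404091 to 2404172). Its log2 fold change was 2.01 (standard error 0.55, adjusted p = 0.0147 from the same test) on 7, 0 and 7 counts in the non-induced libraries and 23, 17 and 20 counts in the treated ones. With 1 library left out the log2 fold change of S870 ran from 1.345 to 2.519, and with limma-voom S870 did not pass (adjusted p = 0.0911). *ypbG* itself had a log2 fold change of 1.95 (standard error 0.10), and *yxjG* of 1.91 (standard error 0.14), both just under the 4-fold threshold of the methods; both crossed it without YydF*-treated replicate 1, and *ypbG* with library totals only.

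Without a fold threshold, 632 features were higher and 607 were lower at an adjusted p under 0.05. The median absolute log2 fold change of these 1239 features was 0.48, and 1099 of them changed by less than 2-fold. At a 2-fold threshold 123 features were higher, 102 of them outside Table S2, and 17 were lower. The count of 17 became 28 without non-induced replicate 1. Scaled by library totals only, the same test called 737 higher and 442 lower. With the replicate number as a further term of the fit, a replicate block, it called 822 higher and 902 lower. The authors' deposited table, made with DESeq2, holds 577 higher and 503 lower features at an adjusted p under 0.05, and 21 at the 4-fold threshold. The 3 libraries of a group lay entirely above or below the 3 of the other group for 41.5% of the features tested. Chance gives 10% if the 6 libraries are exchangeable, and a pairing by replicate number would change that share.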

Most prominent was the upregulation of the LiaRS controlled *liaIH* operon, the two target genes driven by the P_*liaI*_ promoter (Mascher et al., 2004). This observation strongly suggested the cell envelope as the main target of YydF^*^ action. Additionally, several ECF-dependent envelope stress-inducible genes (*hpf*, *yqjL, nhaX*, and *yrhH*) were also upregulated, most notably the SigW-dependent *yuaF*-*floT*-*yual* operon (Helmann, 2016). 

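*liaI* and *liaH*, the genes behind the P*liaI* promoter, were expressed at low levels without the peptide and rose 14.7-fold and 18.9-fold with it. *liaH* (3397846 to 3398523, minus strand), which encodes a phage shock protein homolog, went from 29.9 ± 1.03 to 567 ± 110 CPM. This is a log2 fold change of 4.24 (standard error 0.14, adjusted p = 1.32e-09 from edgeR's quasi-likelihood test), the largest among all features tested. *liaI* (3398550 to 3398930), which encodes the membrane anchor of LiaH, went from 8.78 ± 1.26 to 131 ± 23.9 CPM, a log2 fold change of 3.88 (standard error 0.16, adjusted p = 1.06e-09 from that test).

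The 4 genes downstream rose less with each step along the operon. *liaG* had a log2 fold change of 1.92 (standard error 0.11), *liaF* of 1.53 (standard error 0.11), *liaS* of 1.16 (standard error 0.11) and *liaR* of 0.76 (standard error 0.12, adjusted p = 0.000247 from edgeR's test). All 6 genes of the operon were higher, and 6 when adjusted over the list alone. The study picked 2 of them from these samples, so the list is not independent evidence of its direction. As a set, the operon had an adjusted p of 5.03e-08 from limma's camera with a preset correlation, and an adjusted p of 0.259 with an estimated correlation.

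**Figure D1:**
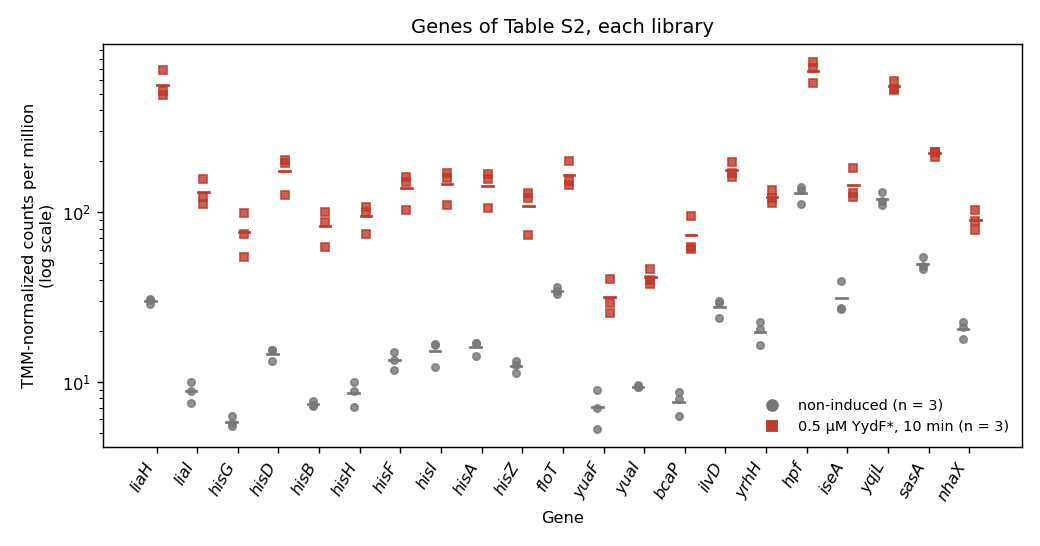
TMM-normalized CPM (log scale) of the 21 genes of Table S2 in each library, with non-induced libraries as grey circles, YydF*-treated libraries as red squares and group means as bars (n = 3 per group). For each gene the 3 treated libraries lie above the 3 non-induced ones; *liaH* moves from a mean of 29.9 to 567.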

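Genes of cell wall synthesis moved in both directions under YydF*. Of 35 listed genes of peptidoglycan and teichoic acid synthesis, 12 were higher, 11 were lower and 12 did not pass edgeR's test. Of the 35, 7 are also in the list of the SigM regulon given below, among them *murB*, *amj* and *bcrC*. Of the other 28, 6 were higher. Among those that rose were *murB* (log2 fold change 1.32, standard error 0.07), an enzyme of precursor synthesis, *amj* (1.29, standard error 0.11), a lipid II flippase, *bcrC* (1.18, standard error 0.08), an undecaprenyl pyrophosphate phosphatase, and *murG* (0.98, standard error 0.07). *pbpD* (−0.70, standard error 0.09), *mraY* (−0.64, standard error 0.09) and *uppS* (−0.56, standard error 0.10) fell. The counts adjusted over the list alone were 12 higher and 11 lower, and 7 of the list were lower when non-induced replicate 2 or YydF*-treated replicate 3 was left out, or when libraries were scaled by their totals only. As a set the list did not pass limma's camera (adjusted p = 0.434). It passed limma's fry, which does not compare a list with other genes (adjusted p = 0.00577).

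*iseA*, which encodes an inhibitor of cell wall autolysins and belongs to the WalR regulon, rose from 31.1 ± 7.02 to 145 ± 33.1 CPM (log2 fold change 2.21, standard error 0.20, adjusted p = 6.53e-05 from edgeR's quasi-likelihood test). Of the other WalR-controlled genes listed, the wall hydrolase genes *lytE* (−1.20, standard error 0.11) and *cwlO* (−0.72, standard error 0.08) fell, as did *yocH* (−0.66, standard error 0.10) and *ydjM* (−0.66, standard error 0.14). In all, 1 of 11 members was higher and 4 were lower, also when adjusted over the list alone. The list does not mark which members WalR activates and which it represses. These counts therefore say nothing on whether the members moved with or against each other under WalR. Most members that did not pass are genes of the WalRK system itself, with values between 0.05 and 0.15, so the 11 are not all its targets.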

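*hpf*, *yqjL*, *nhaX*, *yrhH*, *yuaF*, *floT* and *yuaI* rose between 4.36-fold and 6.25-fold. *yrhH* (2777877 to 2778419, minus strand) rose the most, from 19.8 ± 3.11 to 123 ± 11.1 CPM, a log2 fold change of 2.64 (standard error 0.13, adjusted p = 2.87e-09 from edgeR's quasi-likelihood test). *hpf*, which encodes the ribosome hibernation factor, went from 130 ± 15.3 to 685 ± 94.7 CPM (log2 fold change 2.40, standard error 0.12, adjusted p = 1.4e-08 from the same test). *yqjL* had a log2 fold change of 2.21 (standard error 0.09) and *nhaX* of 2.12 (standard error 0.13).

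In the operon around *floT* (3179926 to 3182539, minus strand), *floT* went from 34.5 ± 1.69 to 166 ± 30 CPM, a log2 fold change of 2.27 (standard error 0.13, adjusted p = 1.27e-08 from edgeR's test). *yuaF* and *yuaI* each had a log2 fold change of 2.14, with standard errors of 0.21 and 0.13. *yuaF* was near the 4-fold threshold and fell under it without non-induced replicate 1 and without YydF*-treated replicate 3.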

Taken together, this narrow but specific response strongly suggests that YydF^*^ causes cell envelope stress, most likely at the level of membrane-anchored steps of cell envelope biogenesis, which is the common feature of all known inducers of the Lia response. Moreover, elevated FloT levels potentially suggest alterations in membrane fluidity caused by YydF^*^ action (Bach and Bramkamp, 2013).

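Of 30 listed genes of the SigM regulon, which responds to disturbed cell wall synthesis, 29 were higher, none was lower and only *murF* did not pass edgeR's test (29 higher when adjusted over the list alone). *disA*, which encodes a c-di-AMP synthase, had a log2 fold change of 1.54 (standard error 0.10), *spx* of 1.27 (standard error 0.07) and *sigM* itself of 1.22 (standard error 0.11); *disA* and *sigM* were picked for mention after their values were seen. *sasA*, an alarmone synthase gene of Table S2, rose from 49.7 ± 4.16 to 222 ± 7.85 CPM (log2 fold change 2.16, standard error 0.10, adjusted p = 1.32e-09 from edgeR's quasi-likelihood test). The study picked 3 of the 30 genes from these samples, and 26 of the other 27 were higher.

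Of 56 listed genes of the SigW regulon, 46 were higher and none was lower (50 higher and 1 lower when adjusted over the list alone, and 1 lower over all features with a replicate block). Their median log2 fold change was 0.61, against 1.27 for the SigM genes, and 7 of them reached 2-fold, 6 of which the study had picked. Of 49 listed genes of the general stress regulon of SigB, 22 were higher and none was lower (25 when adjusted over the list alone, and 40 over all features with a replicate block). *yacL* (1.36, standard error 0.08) and *yfhK* (1.82, standard error 0.14), both outside Table S2, were among the 22, and the study picked 3 of the 49 from these samples. Of 12 genes of SigX and of D-alanylation of teichoic acids, only *tagU* passed, with a log2 fold change of −0.46 (standard error 0.07), and 3 were higher and 3 lower with a replicate block. The list adjusted alone gave 1 lower. None of 7 genes of the BceAB, PsdAB and YxdLM-YxeA transporter systems passed edgeR's test, alone or over all features, nor limma-voom's or DESeq2's, and *bceA* had a log2 fold change of −0.21 (standard error 0.17).

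By limma's camera the adjusted p was 3.87e-26 for SigM, 2.17e-18 for SigW and 7.91e-10 for SigB. With an estimated correlation the adjusted p was 0.138, 0.259 and 0.397, so none of these calls held there. By limma's fry, which does not compare a list with other genes, it was 9.9e-05, 0.00406 and 0.0303. The SigX and transporter lists did not pass camera (adjusted p = 0.871 for each).

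**Figure D2:**
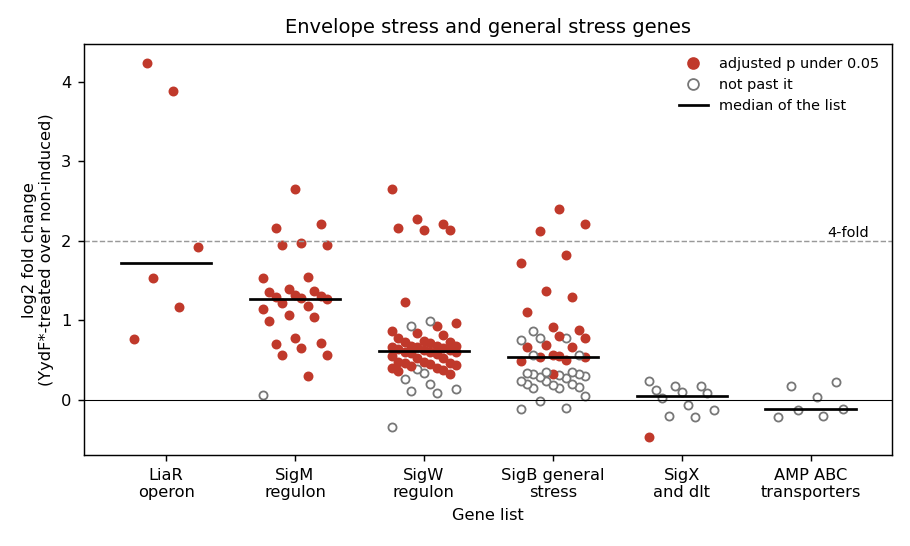
Log2 fold change (YydF*-treated over non-induced) of each member of 6 gene lists, filled where the adjusted p from edgeR is under 0.05, with the median of each list as a bar and the 4-fold threshold dashed. The SigM genes centre on 1.27 and the SigW genes on 0.61, while the SigX and transporter genes lie near 0.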

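Beside *floT*, the second flotillin gene of *B. subtilis*, *floA*, rose by a smaller amount, with a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.00397 from edgeR's quasi-likelihood test). *yqeZ*, in the *floA* operon, had a log2 fold change of 0.53 (standard error 0.09). *des*, which encodes the membrane lipid desaturase induced when membranes become less fluid, fell with a log2 fold change of −0.58 (standard error 0.09, adjusted p = 0.000154 from the same test). The genes of its regulators did not pass the test: neither *desK* (adjusted p = 0.993) nor *desR* (adjusted p = 0.541). Of these 7 genes 4 were higher and 1 was lower, also when adjusted over the list alone. Of the 7, *floT* and *yuaF* had been picked by the study. As a set they did not pass limma's camera (adjusted p = 0.103), but did without YydF*-treated replicate 3 (adjusted p = 0.0437). By fry their adjusted p was 0.000562. The RNA samples had 0.5 µM YydF*, while the paper measured membrane fluidity at a higher dose. The RNA of *des* and the flotillin genes is therefore not set against that measurement here.

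Of 24 listed genes of fatty acid and phospholipid synthesis, 10 fell, 1 rose and 13 did not pass. The acyltransferase genes *plsC* (−1.06, standard error 0.14) and *plsY* (−0.75, standard error 0.11) and the CDP-diacylglycerol synthase gene *cdsA* (−0.45, standard error 0.09) fell, and *ugtP*, for glycolipid synthesis, rose (0.34, standard error 0.08). Adjusted over the list alone 15 were lower and 1 was higher. With a replicate block 20 were lower, and without YydF*-treated replicate 1 only 6. The adjusted p of the set was 2.35e-05 from camera, and 0.363 with an estimated correlation.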

**Figure 3:**
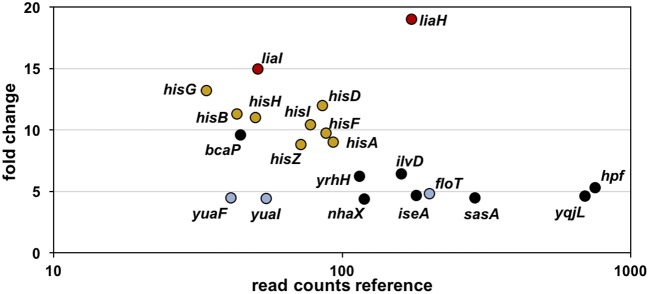
RNA-sequencing (RNA-seq) profile of *B. subtilis* upon YydF* treatment. Visualization of altered gene expression in *B. subtilis* upon 0.5 μM YydF* exposure after 10 min, compared to non-induced control samples. Fold change of elevated RNA-seq counts are plotted over read counts in the reference condition. Same colored dots highlight genes encoded within an operon. For further details, see Table 1 and Table S2.

**Table 1:** RNA-sequencing (RNA-seq) profile of *B. subtilis* upon YydF^*^ treatment.

**Gene/Operon^**a**^**		**Regulation/** **Regulon^**a**^**	**Fold change^**b**^**	***p*-value^**b**^**	**Description^**a**^**
*liaH*	***liaIH***	LiaRS	19.1	3.2·10^−189^	Cell wall biosynthesis marker
*liaI*					
*hisG*	***hisZGDBHAFI***	YlxR	13.2	5.6·10^−55^	Amino acid biosynthesis
*hisD*					
*hisB*					
*hisH*					
*hisF*					
*hisI*					
*hisA*					
*hisZ*					
*floT*	***yuaF*****-*****floT*****-** ***yuaI***	SigW	4.5	5.6·10^−53^	Membrane fluidity marker
*yuaF*					
*yuaI*					
*bcaP*	***bcaP***	CodY	9.6	2.3·10^−49^	Amino acid transporter
*ilvD*	***ilvD***	CodY	6.5	1.6·10^−81^	Dihydroxy-acid dehydratase
*yrhH*	***yrhH***-*fatR*-*yrhJ*	SigW, SigM, SigX, SigV	6.3	3.7·10^−69^	Predicted methyltransferase
*hpf*	*yvzC*-*fliD*-*filS*-*fliT*-***hpf***	PhoP, SigB, SigH, SigD	5.3	5.9·10^−78^	General stress protein
*iseA*	***iseA***	WalR	4.7	2.1·10^−35^	Inhibits cell separation
*yqjL*	***yqjL***	SigW, SigB, SigM, SigV	4.7	6.9·10^−91^	General stress protein
*sasA*	***sasA***	SigW, SigM, SigV	4.5	2.5·10^−77^	(p)ppGpp synthetase
*nhaX*	***nhaX***	SigB, NhaX	4.4	8.7·10^−40^	General stress protein

a *Subtiwiki (Zhu and Stülke, 2018)*.

b *Highest values are depicted*.

*Bold indicates specifically induced gene*.

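In the operons of Table 1, the genes beside the bold ones behaved in more than 1 way. *fatR* and *yrhJ*, downstream of *yrhH*, also rose, by less than it did. *fatR* (2777070 to 2777654), a repressor gene, went from 31.0 ± 5.40 to 119 ± 10.7 CPM, a log2 fold change of 1.95 (standard error 0.13, adjusted p = 4.54e-08 from edgeR's quasi-likelihood test), which is 3.86-fold. *yrhJ* (2773890 to 2777054), which encodes a fatty acid hydroxylase of the cytochrome P450 family, went from 340 ± 42.3 to 1336 ± 96.1 CPM, a log2 fold change of 1.98 (standard error 0.09, adjusted p = 2.73e-09 from the same test), or 3.94-fold. Both crossed the 4-fold threshold when libraries were scaled by their totals only and without non-induced replicate 1. *yrhJ* also did so with a mean count of at least 100 and without YydF*-treated replicate 2, and *fatR* without YydF*-treated replicate 3.

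The flagellar genes upstream of *hpf* did not rise with it. *fliD* had a log2 fold change of −0.25 (standard error 0.09, adjusted p = 0.0419 from edgeR's test), a call lost with DESeq2, with library totals only, with a mean count of at least 100 and without any 1 of the libraries except non-induced replicate 1. *fliS* stood at −0.12 (standard error 0.11) and *fliT* at −0.05 (standard error 0.13), the latter positive when scaled by library totals only. *yvzC*, which Table 1 places in this operon, lies apart from it in the annotation (3456282 to 3456515, against 3631003 to 3634407 for *hpf* to *fliD*). Its value therefore does not bear on the operon. At about 2 CPM, *yvzC* had a log2 fold change of 0.36 (standard error 0.35, adjusted p = 0.495 from edgeR's test).

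**Figure D3:**
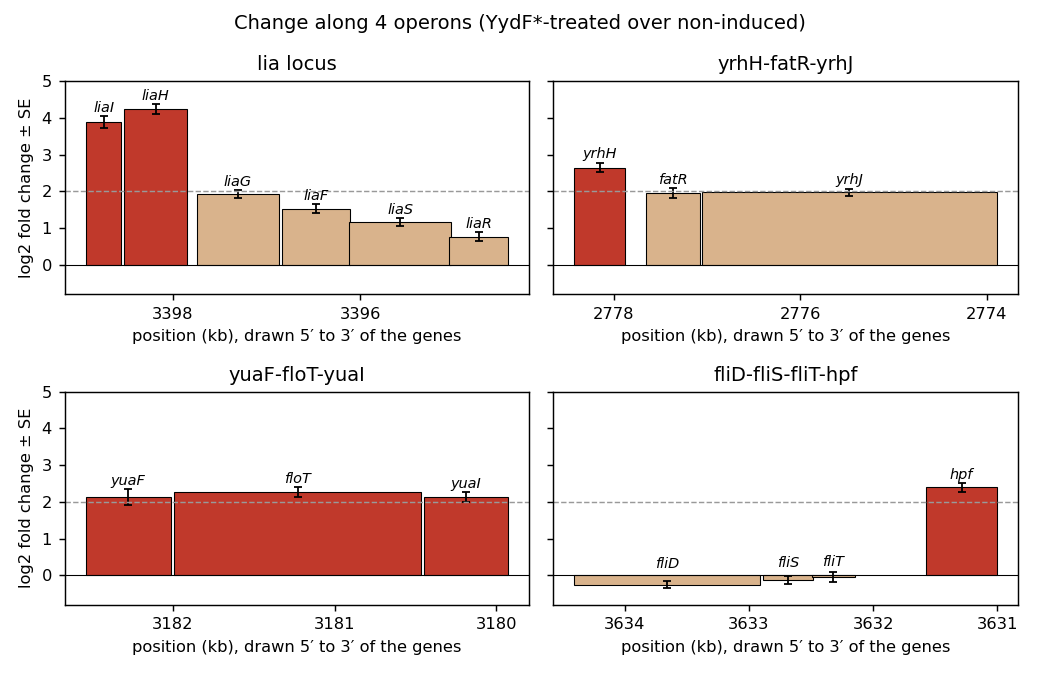
Log2 fold change (YydF*-treated over non-induced) with its standard error for each gene along 4 operons of the minus strand, drawn to scale over their positions, with genes of Table S2 in red, the other genes in tan and the 4-fold threshold dashed. The change steps down along the *lia* operon, is 2.64 in *yrhH* and near 2 in *fatR* and *yrhJ*, lies between 2.14 and 2.27 across *yuaF*-*floT*-*yuaI*, and is at or under 0 in *fliD*, *fliS* and *fliT* but 2.40 in *hpf*.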

In addition to this specific cell envelope stress response, we observed moderate activation of genes associated with central metabolism (Zhu and Stülke, 2018). 

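The 8 adjacent genes *hisZ*, *hisG*, *hisD*, *hisB*, *hisH*, *hisA*, *hisF* and *hisI* (3582936 to 3589360, minus strand) rose together, from 8.77-fold for *hisZ* to 13.1-fold for *hisG*. *hisG*, the gene of the pathway's committed step, went from 5.82 ± 0.42 to 76.4 ± 22.5 CPM, a log2 fold change of 3.71 (standard error 0.25, adjusted p = 6.33e-06 from edgeR's quasi-likelihood test). The pathway genes outside this operon, *hisC* (0.21, standard error 0.08) and *hisJ* (−0.01, standard error 0.10), did not pass. Of these 10 genes 8 were higher and none was lower, and 9 were higher when adjusted over the list alone.

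*bcaP*, which encodes a permease for branched-chain amino acids, had a log2 fold change of 3.23 (standard error 0.21, adjusted p = 1.44e-06 from edgeR's test), and *ilvD*, a gene of their synthesis, of 2.68 (standard error 0.12). Of 14 genes of synthesis and uptake of branched-chain amino acids, 12 were higher, among them *ilvC* (1.41, standard error 0.15) and *leuA* (1.35, standard error 0.16), and *braB*, another transporter gene, was lower (−0.50, standard error 0.10). Adjusted over the list alone 12 were higher and 2 lower. The study picked 8 of the histidine genes and 2 of the branched-chain genes from these samples.

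Other targets of the nutrient regulator CodY mostly did not pass, with 5 of 31 higher and none lower, also when adjusted over the list alone; *dppA* (1.44, standard error 0.20) and *hutP* (1.14, standard error 0.17) were among the 5. Of 40 genes of other amino acid pathways, 10 were higher, such as *metA* (1.02, standard error 0.10), and 9 were lower, such as *argG* (−0.64, standard error 0.13); adjusted over the list alone the counts were 10 and 10. By limma's camera the adjusted p was 6.89e-10 for histidine and 2.18e-07 for branched-chain amino acids. With an estimated correlation the adjusted p was 0.259 and 0.238. The CodY list (adjusted p = 0.0788) and the other pathways (adjusted p = 0.432) did not pass camera. The CodY list did without non-induced replicate 1 (0.0481) and without YydF*-treated replicate 1 (0.0369), and it passed fry (0.0288).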

The *his* operon encoding proteins involved in histidine amino acid biosynthesis, along with *bcaP* and *ilvD*, showed increased expression. Such patterns have regularly been observed in cell envelope stress transcriptome signatures and are attributed to secondary and indirect effects of antibiotic treatment (Wecke and Mascher, 2011).

Together, this narrow and highly specific RNA-seq profile upon YydF^*^ treatment clearly points toward maintaining cell envelope integrity, with induction of *liaIH* representing the main transcriptional effect. Thus, we next investigated the potential role of the Lia system as resistance determinant against YydF^*^.

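Tested against a fold of 4 rather than against no change, with edgeR's glmTreat, 13 genes passed an adjusted p of 0.05: *liaH*, *liaI*, the 8 genes of the *his* operon, *bcaP*, *ilvD* and *yrhH*. Of 18 genes of protein quality control, 11 were higher and none was lower, led by the CtsR-controlled genes *mcsA* (log2 fold change 0.94, standard error 0.11), *ctsR* (0.88, standard error 0.11), *mcsB* (0.84, standard error 0.11) and *clpE* (0.83, standard error 0.11). Of 17 genes of oxidative stress, 9 were higher, among them *trxB* (0.90, standard error 0.09) and *trxA* (0.79, standard error 0.10), for thioredoxin and its reductase. *katA*, for catalase, was lower (−0.32, standard error 0.10), a call lost when scaled by library totals only and without replicate 1 or replicate 2 of either group.

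Of 13 listed genes of the SOS response to DNA damage, *uvrB* rose (0.29, standard error 0.08) and *ruvB* fell (−0.28, standard error 0.08), and the other 11 did not pass. The call of *ruvB* was lost with library totals only and without non-induced replicate 2 or 3 or YydF*-treated replicate 1 or 3. With a replicate block 2 were higher and 2 lower. Adjusted over the list alone, 12 genes of protein quality control and 9 of oxidative stress were higher, and 1 of oxidative stress lower; for SOS the counts were 1 and 1. By limma's camera the adjusted p was 3.64e-05, 0.00466 and 0.749 for the 3 lists. With an estimated correlation the adjusted p was 0.259 for protein quality control and 0.238 for oxidative stress.

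The paper describes the profile, with genes counted at its 4-fold threshold, as narrow and highly specific. It concludes that the profile points toward maintaining the integrity of the cell envelope, with *liaIH* induction as the main effect on transcription. The paper's reporter, resistance and membrane assays are its other evidence on the envelope.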

### LiaIH Mediates Resistance Against YydF^*^

As a prerequisite for analyzing resistance determinant against YydF^*^, we first determined the minimum inhibitory concentration (MIC) for this AMP. *B. subtilis* cells were grown overnight, diluted in fresh LB medium and directly exposed to increasing concentrations of YydF^*^. Endpoint measurements of the optical density were taken after 24 h of incubation (Figure 4). We compared the wild type with mutant strains lacking either *liaIH* or *yydIJ*, the postulated immunity determinant encoded within the *yyd* operon, and the corresponding double mutant. Both the wild type and the *yydIJ* mutant showed MIC values of 6 μM YydF^*^ (Figure 4, blue and red line). Nevertheless, deletion of *yydIJ* showed a slight growth defect at higher YydF^*^ concentrations compared to the wild type, indicating that *yydIJ* might play a minor role in mediating resistance. In contrast, the *liaIH* deletion lead to a clear increase in YydF^*^ susceptibility, with the MIC value dropping almost three-fold (green line). Interestingly, the observed low MIC values correlate to the deemed concentrations necessary to saturate bacterial membranes (Melo et al., 2009; Melo and Castanho, 2012). Taken together, the phage-shock protein LiaH together with its membrane anchor LiaI are the major resistance determinants against YydF^*^ action. This is supported by the observation that the *liaIH*/*yydIJ* double mutant (yellow line) did not show an increase in YydF^*^ sensitivity compared to the single *liaIH* knockout (green line).

**Figure 4:**
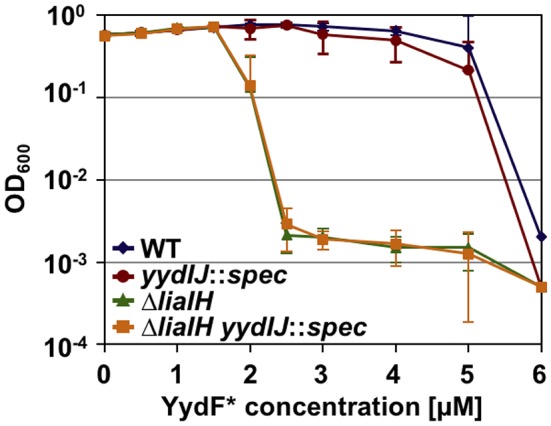
Minimum inhibitory concentration (MIC) assay of *B. subtilis* treated with YydF*. Optical density endpoint measurements after 24 h are plotted over the indicated YydF* concentrations. Next to the wild type (blue), a *yydIJ* mutant (red), a *liaIH* knockout strain (green), and the corresponding double mutant (orange) are depicted.

### YydF^*^ Triggers Membrane Depolarization and Causes Membrane Permeabilization

The Lia response is widely used as a sensitive marker for interference with membrane-anchored steps of cell envelope homoeostasis (Mascher et al., 2004; Rietkötter et al., 2008; Radeck et al., 2016b) and both its induction and role in protecting *B. subtilis* cells against YydF^*^ action, and the additional induction of *floT* expression pointed toward the cell envelope as the main target for YydF^*^ inhibition. Thus, we next comprehensively investigated the MOA of YydF^*^ on *B. subtilis* to (i) understand how YydF^*^ kills *B. subtilis* cells and (ii) gain deeper insight on the mechanisms required to launch a Lia response.

First, we analyzed alterations of the membrane potential upon exposure of *B. subtilis* cells to YydF^*^ using the voltage sensitive dye DiSC_3_(5). Due to its overall hydrophobic nature, DiSC_3_(5) is able to freely diffuse across lipid bilayers. Because of its positive charge, however, the diffusion of DiSC_3_(5) is biased toward the cell interior by the inside-negative membrane potential present in well-energized cells (Strahl and Hamoen, 2010; Jahn et al., 2015; Te Winkel et al., 2016). In consequence, the slow response dye DiSC_3_(5) accumulates in cells with high membrane potential and is released into the supernatant upon dissipation of membrane potential (Miller, 2016). The membrane potential-dependent cellular accumulation of DiSC_3_(5) can be either observed directly through fluorescent microscopy, or indirectly by measuring the fluorescence quenching observed upon cytoplasmic accumulation of DiSC_3_(5) (Müller et al., 2016; Te Winkel et al., 2016; Scheinpflug et al., 2017b; Wenzel et al., 2018). As positive controls, we used the pore-forming lantibiotic nisin (Wiedemann et al., 2004) and the small cation-specific channel-forming peptide gramicidin (Kelkar and Chattopadhyay, 2007), which both rapidly depolarize *B. subtilis* membranes (Figure 5A, gray and gold lines). While exposure of *B. subtilis* to 4 μM YydF^*^, a concentration causing rapid cell death under these growth conditions (Figure S2), also led to a dissipation of the membrane potential. This reaction occurred with a much slower and rather gradual kinetic: a complete membrane depolarization was only reached after about 45 min (Figure 5A, blue line). The differences observed in membrane depolarization kinetics have been observed previously (Spindler et al., 2011), and can be explained by potential absorption of the AMP by the cell wall or alterations in membrane surface binding rate. Another study focusing on the kinetic behavior of AMPs against the Gram-negative model organism *Escherichia coli* elucidated the membrane lipid polysaccharide content as crucial for antimicrobial activity (Freire et al., 2015).

**Figure 5:**
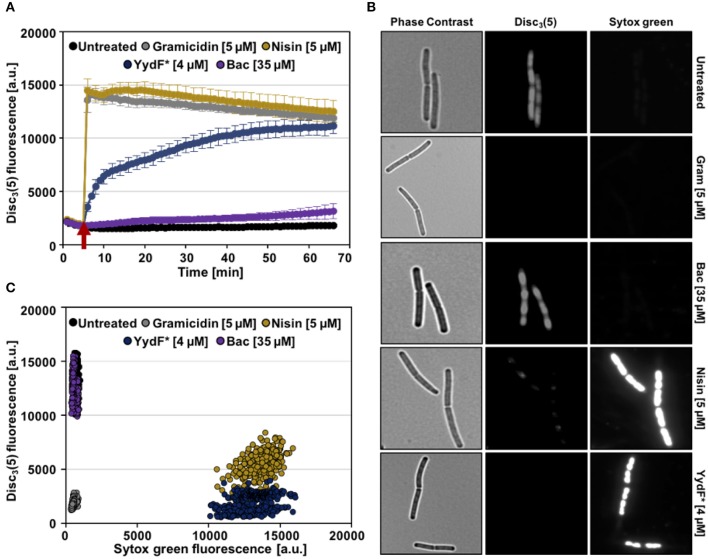
YydF* causes membrane depolarization and membrane permeabilization. **(A)** Membrane potential levels of *B. subtilis* cells upon treatment with different antimicrobial compounds were obtained using the voltage sensitive dye DiSC_3_(5). Gramicidin (5 μM, ~10xMIC) and nisin (~MIC) (gray and gold lines) were used as positive controls for rapid and complete membrane depolarization. Addition of 4 μM YydF* showed a rapid depolarization in the first 5 min after addition, followed by a gradual complete depolarization. The peptide antibiotic bacitracin at 35 μM and non-treated cells showed no membrane depolarization (purple and black lines). **(B)** Membrane potential and permeability measurements on single-cell level. Phase contrast (left panels) and fluorescence microscopy of *B. subtilis* cells stained with DiSC_3_(5) (middle panels) as well as with the membrane permeability indicator sytox Green (right panels). **(C)** Quantification of DiSC_3_(5) and sytox green fluorescence from individual cells per tested condition (~300), derived from the fluorescence microscopy experiments in **(B)**. Membrane depolarization yields in low DiSC_3_(5) fluorescence, whereas membrane permeabilization results in high sytox green signal.

We also included bacitracin, which is the best-studied inducer of the Lia response (Azevedo et al., 1993; Ishihara et al., 2002; Radeck et al., 2016b) in the same assay. However, even upon addition of 35 μM bacitracin, a concentration below MIC however, which fully induces the Lia system, no depolarization of the membrane was observed (Radeck et al., 2013, 2016b; Figure 5A, purple line). We can therefore rule out that membrane depolarization is a requirement for Lia activation, since both bacitracin and YydF^*^ treatment causes comparable P_*liaI*_ induction despite their mechanistic differences.

We next investigated the ability of YydF^*^ to trigger membrane permeabilization. Toward this goal, we performed a fluorescence microscopic approach, which combines the voltage-sensitive dye DiSC_3_(5) with the membrane-impermeable DNA intercalating dye sytox green. In this assay, breakdown of the membrane diffusion barrier function, which can be caused either by pore formation or disruption of the continuous lipid bilayer structure, is observed as bright nucleoid stain (Roth et al., 1997; Marcellini et al., 2009; Kepplinger et al., 2018). Consequently, well-energized (that is, intact) cells exhibit high DiSC_3_(5) fluorescence, but low sytox green staining, as can be observed for the untreated cells (Figure 5B, upper row). Upon addition of nisin, which forms large cytoplasmic pores, a bright sytox green signal, accompanied by the loss of DiSC_3_(5) fluorescence was observed, indicating membrane permeabilization and the inevitably associated membrane depolarization. Treatment with 4 μM YydF^*^ for 10 min indicated a highly similar MOA: We observed a strong positive sytox green signal within cells and a simultaneous loss of DiSC_3_(5) fluorescence (Figure 5B, fifth row). As expected, cells treated with gramicidin and bacitracin showed depolarization without membrane permeabilization and a lack of membrane potential dissipation, respectively (Figure 5B, second and third row). This behavior was robust and homogenous, as demonstrated by quantifying the fluorescence signals for ~300 cells for each compound, which resulted well-distinguishable sub-populations, in agreement to their respective MOA (Figure 5C).

### YydF^*^ Reduces Membrane Fluidity and Triggers Lipid Domain Formation

So far, we have identified dissipation of membrane potential and membrane permeabilization as central aspects of YydF^*^ action. Under non-stressed conditions, bacteria have to maintain appropriate membrane fluidity to allow optimal activity and lateral diffusion of membrane proteins, while simultaneously ensuring sufficiently low membrane permeability (Zhang and Rock, 2008). We therefore investigated if YydF^*^ treatment also interferes with membrane fluidity in *B. subtilis*. Again, a fluorescence-based assay was performed, using the fluidity-sensitive dye laurdan. This probe alters its emission spectrum as a direct consequence of the amount of water molecules available between lipid head groups, thus providing a measure for lipid packing density (Parasassi and Gratton, 1995; Scheinpflug et al., 2017a). Indeed, a clear increase in laurdan generalized polarization (GP) values was observed upon addition of 4 μM YydF^*^ (Figure 6A, blue line). Elevated GP values were obtained within 3 min of induction, suggesting membrane rigidification as a direct consequence of YydF^*^ treatment. This rapid loss in membrane fluidity, could explain the observed delayed depolarization kinetics upon YydF^*^ treatment. As a control, the known membrane fluidizer benzyl alcohol was incorporated in the assay, which indeed lead to the opposite effect (Scheinpflug et al., 2017a; Figure 6A, green line). No changes in membrane fluidity were observed upon treatment with gramicidin and bacitracin (Figure 6A, gray, purple, and black lines). We therefore could rule out that altering membrane fluidity was a necessary feature for launching a Lia response in *B. subtilis*, since both YydF^*^ and bacitracin induce *liaIH* expression, but only YydF^*^ causes membrane rigidification.

**Figure 6:**
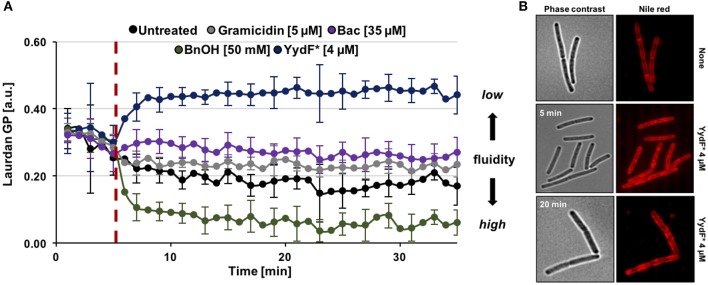
YydF* causes membrane rigidification and lipid domain formation. **(A)** Measurement of generalized polarization (GP) values using the fluidity sensitive fluorescent probe laurdan. Higher laurdan GP values correlate with rigid membrane state. Cells were incubated for 5 min to obtain basal GP levels, followed by addition of compounds (dashed red line). Benzyl alcohol was used as positive control for increased membrane fluidity, i.e., drop of GP values (green line). Non-treated, gramicidin, and bacitracin showed no effects on the fluidity state of the membrane (black, gray, and purple lines). Addition of 4 μM YydF* lead to a rigidification of *B. subtilis* cell membranes, indicated by elevated GP values (blue line). **(B)** Phase contrast and fluorescence images of *B. subtilis* cells stained with the membrane dye nile red after 5 and 20 min incubation with 4 μM YydF*, respectively.

Finally, we investigated whether YydF^*^ causes altered membrane lipid packing by using a nile red dye-based assay (Strahl et al., 2014; Scheinpflug et al., 2017b). Indeed, by staining the membrane with the probe after incubation of cells with 4 μM YydF^*^ for 5 and 20 min, respectively, we detected areas of dye accumulation (Figure 6B). Such lateral domains derive from local areas of altered lipid packing in the presence of YydF^*^. This result is in agreement with and further supports the YydF^*^-dependent membrane rigidification observed with laurdan.

## Discussion

In this work, we presented a comprehensive MOA analysis of the epipeptide (YydF^*^), a novel ribosomally-synthesized and post-translationally modified peptide (RiPP) (Benjdia et al., 2017a,b; Balty et al., 2019), produced by *B. subtilis*. We demonstrate that extrinsically added YydF^*^ targets the cell envelope and dissipates membrane potential via membrane permeabilization. These processes are accompanied by rapid loss of membrane fluidity, substantiated by lipid domain formation based in altered lipid packing. Disturbance of the lipid matrix causes drastic disorder of membrane associated proteins, thereby disrupting membrane function and homeostasis (Benjdia et al., 2017a,b; Balty et al., 2019). The global response of YydF^*^ upon *B. subtilis* treatment revealed a narrow and highly specific transcriptome profile. In addition to the upregulation of *liaIH*, a number of ECF-controlled stress genes and the *floT* operon were moderately induced, thereby supporting the determined effect of YydF^*^ on reducing membrane fluidity (Bach and Bramkamp, 2013). Daptomycin, another inducer of the Lia response (Wecke et al., 2009), shows some similarities to YydF^*^ regarding its MOA (Baltz et al., 2005; Müller et al., 2016; Scheinpflug et al., 2017b; Omardien et al., 2018). This antibiotic causes a comparable gradual membrane depolarization, but it lacks the membrane permeabilization observed for YydF^*^. Upon daptomycin treatment, cells undergo a drastic loss of membrane fluidity mediated by rearrangement of fluid lipid domains, which blocks cell wall synthesis, thereby ultimately causing cell death (Müller et al., 2016). As a consequence of both daptomycin and YydF^*^ treatment, *B. subtilis* encounters severe cell envelope stress and launches the LiaRS response, thereby inducing the *liaIH* operon to counteract daptomycin-/YydF^*^-dependent membrane perturbations (Wecke et al., 2009; Müller et al., 2016), and this study.

In agreement with the observed *liaIH* induction, our MIC experiments demonstrate that LiaIH—and not YydIJ—provides the primary resistance against the RiPP YydF^*^. Previous studies on LiaIH indicate that these co-localizing and directly interacting proteins are recruited to the site of damage perception to locally support membrane integrity (Wolf et al., 2010, 2012; Domínguez-Escobar et al., 2014). Interestingly, neither membrane depolarization nor the rigidification process *per se* are necessary for launching the LiaRS-dependent stress response in *B. subtilis*, since we observed none of these effects with the well-studied Lia-inducer bacitracin (Mascher et al., 2003; Radeck et al., 2016b). Bacitracin interferes with the lipid II cycle by blocking the recycle of the lipid carrier undecaprenyl pyrophosphate, which is essential for translocation of peptidoglycan precursors across the membrane (Storm and Strominger, 1973; Economou et al., 2013; Radeck et al., 2016b). The consistently opposite behavior—and therefore MOA—of bacitracin and YydF^*^ demonstrated in this work strongly suggests that a diverse range of mechanisms can trigger the LiaRS response. While a common feature of all stimuli inducing the Lia response is their interference with membrane-anchored steps of envelope homeostasis, the true nature of the signal perceived by the Lia system therefore still remains obscure, even after more than 15 years of research.

Next to YydF, *B. subtilis* produces at least two additional AMPs SKF and SDP, at the onset of stationary phase. These so-called cannibalism toxins are produced during starvation period and are postulated to delay full commitment to sporulation by killing sibling cells and feasting on their released nutrients (González-Pastor et al., 2003; Liu et al., 2010; González-Pastor, 2011). Interestingly, YydF and SDP show highly similar expression profiles (Benjdia et al., 2017b) and share some similarities in their MOA. The latter causes membrane potential dissipation and induces autolysis (Lamsa et al., 2012). Because of this mechanistic similarity and our previous observation that SDP and SKF also trigger a CESR in *B. subtilis* (Butcher et al., 2007; Höfler et al., 2016), it is tempting to postulate YydF as a third cannibalism-related AMP. However, the biological purpose of natively produced YydF still needs further investigations. YydF and the cannibalism toxins overlap in the mechanism of their production, as well as their ability to kill *B. subtilis* cells (Lamsa et al., 2012; Flühe et al., 2013; Höfler et al., 2016; Grell et al., 2018). However, SDP and SKF are under control of Spo0A, the master regulator governing sporulation (González-Pastor et al., 2003; Fujita et al., 2005), and no evidence so far points toward Spo0A influencing expression of the *yyd* operon. Instead, loss of ComA, the transcriptional regulator responsible for ultimately inducing competence for genetic transformation in *B. subtilis*, indirectly leads to a decrease of *yydFGHIJ* mRNA levels (Comella and Grossman, 2005). This observation points toward a potential involvement of YydF in competence development in *B. subtilis*. Therefore, it is tempting to suggest that YydF might be a fratricide similar toxin. The term fratricide has been coined for toxins produced by *Streptococcus pneumoniae* that enhance the diversity of genetic material during the competent state of this species (Steinmoen et al., 2002; Popp and Mascher, 2019). Future research will hopefully shed some light on the biological role that the YydF epipetide plays in the physiology of *B. subtilis* entering stationary phase.

### Experimental Procedures

#### Bacterial Strains and Growth Conditions

*Bacillus subtilis* and *E. coli* were grown at 37°C with aeration (at least 200 rpm agitation) in one of the following media: (i) Lysogeny broth (LB medium) or transformation medium (ii) MNGE [88.2% 1x MN medium (1.36% (w/v) dipotassium phosphate x 3 H_2_O, 0.6% (w/v) monopotassium phosphate, 0.1% (w/v) sodium citrate x H_2_O), 1.9% glucose, 0.19% potassium glutamate, 0.001% (w/v) ammonium ferric citrate, 0.005% (w/v) tryptophan, and 0.035% (w/v) magnesium sulfate]. For solid agar plates 1.5% (w/v) agar-agar was added. All used strains are listed in the supporting information Table S1. *E. coli* cells harboring a plasmid were selected using ampicillin (100 μg ml^−1^). *B. subtilis* cells carrying a resistance marker were selected using chloramphenicol (5 μg ml^−1^), spectinomycin (100 μg ml^−1^), or erythromycin combined with lincomycin (1 and 25 μg ml^−1^) for MLS. Transformation *of E. coli* and *B. subtilis* was performed as described previously (Harwood and Cutting, 1991)^1^.

#### DNA Manipulation

Plasmids were constructed using standard cloning techniques as described elsewhere (Sambrook and Russell, 2001). For DNA amplification via PCR, Q5® polymerase was used. Enzymes were purchased from New England Biolabs (NEB, Ipswich, MA, USA) and applied following their respective protocols. Positive *E. coli* clones were checked by colony PCR, using OneTaq® polymerase. All constructs were verified by sequencing. Successful integration of the plasmids into the *B. subtilis* genome were confirmed via colony PCR of respective up and down fragments. All primers and plasmids used in this study are listed in supporting Information Table S1.

#### Luciferase Assay

A detailed description of the procedure was described previously (Radeck et al., 2013; Popp et al., 2017). In brief, overnight cultures were grown in LB with respective antibiotics. Day cultures, without antibiotics, were inoculated 1:200 in fresh made pre-warmed medium as indicated and grown till and OD_600_ = 0.1−0.4. Subsequently, the cells were diluted to an OD_600_ = 0.05 or 0.01, for minimal and full media, respectively. Then, 100 μl of cells per sample were split in a 96-well-plate (black walls, clear bottom, Greiner Bio-One, Frickenhausen, Germany). If necessary, after 1 h, the cells were induced with active YydF (YydF^*^) peptide to the indicated final concentrations. The assay was performed using a Synergy™ NeoalphaB plate reader (BioTek, Winooski, VT, USA). The optical density as well as luminescence was measured every 5 min for at least 15 h.

#### Synthesis of YydF^*^

The epipeptide YydF^*^: WYFV^D^KSKENRWI^D^LGSGH (were “^D^” denotes D-amino acid residues) was synthesized using solid phase synthesis and standard procedures, as previously described (Benjdia et al., 2017b). Peptide purity was analyzed by reversed-phase HPLC (RP-HPLC) on an Agilent 1200 series infinity equipped with a LiChroCART RP-18e 5 μm column (Merck Millipore). YydF^*^ sequence was confirmed by high-resolution LC-MS/MS analysis (LTQ-Orbitrap mass spectrometer, Thermo Fisher Scientific).

#### RNA Sample Preparation and Sequencing

Overnight cultures of *B. subtilis* W168 (Nicolas et al., 2012) were prepared in LB (Sigma L3522) and incubated at 37°C, 220 rpm. On the next day, 10 ml day culture of LB (Sigma L3522) was inoculated 1:100 and grown till OD_600_ = 0.4. Subsequently, a second day culture of 200 ml LB (Sigma L3522) was started to an OD_600_ = 0.1. Once this second day culture reached OD_600_ = 0.5, cells were split into 25 ml aliquots and either exposed to 0.5 μM YydF^*^ (final concertation) or remained untreated for 10 min. After that, cells were directly placed onto ice and centrifuged at 4°C and 8,000 rpm for 3 min. The falcons containing the cell pellets were then frozen in liquid nitrogen and kept at −80°C. RNA isolation was performed with a phenol-chloroform extraction method. Briefly, cell pellets were resuspended in 200 μl killing buffer (20 mM Tris HCl pH 7.5, 5 mM MgCl_2_, 20 mM NaN_3_) and immediately disrupted for 2 min at 2,600 rpm using a micro-dismembrator with a homogenizer vessel and a steel ball that have been snap frozen in liquid nitrogen. The cell powder was resuspended in 4 ml pre-warmed lysis buffer (4 M GTC, 0,025 M NaOAc pH 5.2, 0.5% lauroylsarcosine). One volume phenol-chloroform-isoamyl alcohol 25:24:1 pH 5.5 was added. After centrifugation for 5 min at 12,000 rcf, the supernatant was mixed with chloroform-isoamyl alcohol (24:1, pH 8). After centrifugation, a NaOAc/isopropanol precipitation was performed and RNA pellets were washed twice with 70% ethanol. Total RNA was resuspended in DEPC-treated water. rRNA was subtracted from the samples with the Illumina Ribo-Zero rRNA removal Kit (Bacteria). The cDNA library was prepared using the NEB Ultra RNA directional prep kit for Illumina and sequencing was performed on an Illumina HiSeq3000 system. Sequencing reads were mapped to the BaSysBio 168 strain (NC_000964.3) using Bowtie2 (Langmead and Salzberg, 2012). The software program featureCounts of the Subread package (Liao et al., 2014) was applied to generate counts for known genes. Differentially expressed genes were identified using the R/Bioconductor package DESeq2 (Love et al., 2014). The raw and processed RNA sequencing data obtained in this study has been deposited at the NCBIs Gene Expression Omnibus (Edgar et al., 2002) and is accessible via the GEO accession number GSE140605.

#### Minimum Inhibitory Concertation (MIC) Assay

The tested strains were grown overnight in LB supplemented with the necessary antibiotics for selection. From these overnight cultures, cells were diluted to a final OD_600_ = 0.01 in fresh pre-warmed LB. The samples were then split in a 96-well-plate (black walls, clear bottom, Greiner Bio-One, Frickenhausen, Germany) and directly exposed to the YydF^*^ AMP at the depicted concentration and incubated for 24 h. Endpoint measurement of the optical density was plotted against the tested concentrations. The lowest AMP concentration at which each strain showed an OD_600_ = 0.01 determined the minimum inhibitory concentration.

#### Membrane Depolarization Assays

To investigate the MOA of the synthesized YydF^*^ membrane depolarization assays using the voltage sensitive Disc_3_(5) (Anaspec) were performed. These assay are well-described elsewhere (Te Winkel et al., 2016). In brief, to perform the spectroscopic assay, *B. subtilis* wild type was grown in LB overnight followed by the cultivation in a fresh LB day culture. Cells were grown till exponential phase, then diluted to a final OD = 0.2 in LB supplemented with BSA (0.5 mg ml^−1^). Cells were transferred into a 96-well-plate (black walls, clear bottom, Greiner Bio-One, Frickenhausen, Germany) and the auto fluorescence of *B. sutbilis* was recorded at 610 nm (excitation) and 660 nm (emission) for 3 min using a Synergy™ NeoalphaB plate reader (BioTek, Winooski, VT, USA). Subsequently, 1 μM Disc_3_(5) was added and the in-cooperation of the dye into the membrane was monitored for another 7 min till steady fluorescence levels were reached. The antibiotics of interested were added to the concentrations as indicated and the changes of fluorescence were obtained for an additional hour at 1 min intervals.

To further characterize the effects of observed depolarization, the membrane dye Disc_3_(5) was combined with Sytox green to perform fluorescence microscopy (Kepplinger et al., 2018). For that, *B. subtilis* was grown as described above. Cells were again diluted to an OD = 0.2 in fresh LB supplemented with BSA (0.5 mg ml^−1^). Subsequently, 200 μl were transferred to a 2 ml reaction tube. and mixed with 1 μM Disc_3_(5) and 50 nm Sytox green (Thermo) final concentration. The reaction tube was incubated in an Eppendorf Thermomixer with opened lid, to allow sufficient aeriation, at 37°C and 1,000 rpm for 5 min. Addition of the antibiotics for 10 min was carried out right after and then 2 μl of cells were transferred to an agarose pad (1% Ultra-pure Agarose, Invitrogen). Fluorescence microscopy was performed using an Axio Observer 7 inverse microscope (Carl Zeiss, Jena, Germany) equipped with standard Cye5 (Ex: 650/EM: 673) and eGFP (Ex: 488/EM 509) filter sets.

The acquired microscope images were analyzed using the open source platform Fiji (Schindelin et al., 2012) equipped with the plugin MicrobeJ (Ducret et al., 2016). For each condition tested, at least 300 cells were marked as region of interest either by the plugin or manually. To quantify the effects of depolarization and membrane permeabilization mean pixel intensities of both channels (Cye5 and eGFP) were obtained.

#### Membrane Fluidity Assay

To measure altering membrane fluidity due to active YydF^*^ treatment, Laurdan generalized polarization (GP) assay was performed as described previously (Scheinpflug et al., 2017a). For this, *B. subtilis* wild type cells were incubated overnight in LB, refreshed in a day culture supplemented with 0.1% glucose and grown till exponential phase. Next, cells were diluted to OD = 0.2 and incubated with 10 μM Laurdan for 5 min under shacking conditions with aeriation. Cells were then washed four times with PBS (supplemented with 0.1% glucose) and the fourth supernatant was collected to serve as negative control without cells. Subsequently, pelleted cells were resuspended and transferred into a 96-well-plate (black walls, clear bottom, Greiner Bio-One, Frickenhausen, Germany). Fluorescence was measured at excitation of 350 nm and the emission was recorded at 435 nm as well as 500 nm using a Synergy™ NeoalphaB plate reader (BioTek, Winooski, VT, USA). After 5 min, compounds were added to the final concentrations as indicated and the fluorescence measurement was continued for an additional hour. Laurdan GP values of each time point were calculated according to the formula described in Scheinpflug et al. (2017a).

#### Nile Red Fatty Acid Packing Assay

To investigate lipid domain formation upon YydF^*^ treatment, cells were stained with the fluorescent dye nile red as described previously (Scheinpflug et al., 2017b). In brief, cells were grown to exponential phase and then diluted to an optical density of 0.2. After that, cells were exposed to 4 μM YydF^*^ and incubated for 5 or 20 min, respectively. Immediately prior performing microscopy cells were stained with nile red (final concentration 1 μg ml^−1^). Fluorescence microscopy was carried out using an Axio Observer 7 inverse microscope (Carl Zeiss, Jena, Germany).

#### Data Analysis and Statistical Procedures

Growth and luminescence measurements were performed in biological duplicates and technical triplicates. From the values obtained for each time point, mean values and standard deviation (±) were calculated and plotted (Figure 2). The data derived from the RNA-seq experiments were obtained in biological and technical triplicates. Genes were considered relevant that differed at least four-fold relative to the non-induced reference samples with an adjusted *p*-value below 0.05. 

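Several genes were expressed less under YydF*, though none by 4-fold. The largest fall was in *yabE*, which encodes a putative cell wall-binding protein (48629 to 49942), from 150 ± 19.5 to 43.9 ± 4.95 CPM. This is a log2 fold change of −1.77 (standard error 0.12, adjusted p = 6.92e-08 from edgeR's quasi-likelihood test). In the sublancin cluster of the prophage SPβ, *sunT*, its transporter gene, had a log2 fold change of −1.25 (standard error 0.14), *bdbA* of −1.36 (standard error 0.22) and *yolJ* of −1.20 (standard error 0.17), while the gene of the peptide itself, *sunA*, did not pass (−0.69, standard error 0.27). *epsA*, the leading gene of the exopolysaccharide operon, had a value of −1.15 (standard error 0.31), and its call was lost without non-induced replicate 2, YydF*-treated replicate 2 or YydF*-treated replicate 3. *yutK* (−1.15, standard error 0.10) and *yvbI* (−1.13, standard error 0.10) fell by similar amounts. *yonR* (−1.42, standard error 0.38) and *ywbH* (−1.14, standard error 0.30) had under 6 CPM, and each lost its call without 1 library, YydF*-treated replicate 1 and non-induced replicate 3 respectively.

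At 4-fold, edgeR called 0 features lower, as did DESeq2, limma-voom and an unadjusted p under 0.05. The segment S1578, which the filter on low counts left out, was called 4-fold lower with no filter, without non-induced replicate 3 and without YydF*-treated replicate 2. In the authors' deposited table 0 features were 4-fold lower and 14 were 2-fold lower at an adjusted p under 0.05.

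Many ribosomal protein genes also fell, by small amounts. Of 50 ribosomal protein genes, 26 fell, none rose and 24 did not pass (30 lower when adjusted over the list alone), with a median log2 fold change of −0.24. *rpsI* had a value of −0.47 (standard error 0.06) and *rplD* of −0.46 (standard error 0.07). The adjusted p of the set was 4.03e-06 from limma's camera, and 0.397 with an estimated correlation.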

No genes where down-regulated upon 0.5 μM YydF^*^ treatment (Figure 3, Table 1 and Table S2). MIC experiments were performed at least in biological and technical duplicates and mean values as well as standard deviation (±) are displayed (Figure 4). For the depolarization assays performed in the plate reader, each condition (antimicrobial compound) was tested in biological duplicates and technical triplicates. From the raw data, mean values and standard deviation (±) were calculated and plotted as function of time (Figure 5A). Depolarization and Sytox Green assays performed microscopically were evaluated using Fiji and the plugin MicrobeJ (Schindelin et al., 2012; Ducret et al., 2016). Here, pictures obtained from biological and technical triplicates were analyzed and regions of interest (i.e., cells) were chosen by the algorithm and manually corrected if necessary. Finally, from each condition tested, at least 300 cells were included in the final dataset and mean pixel intensities were plotted (Figures 5B,C). Data obtained from the fluidity assays (Figure 6A) were performed in biological and technical triplicates. Emission spectra of Laurdan were obtained once every minute and mean values as well as standard deviation (±) were calculated and plotted as a function of time. Microscopy of *B. subtilis* cells stained with Nile Red (Figure 6B) was performed in biological and technical duplicates and full-size pictures are provided as Figures S3, S4, respectively.

## Data Availability Statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation, to any qualified researcher.

## Author Contributions

PP and TM planed the project and wrote the manuscript. PP conducted the experiments. PP, TM, AB, HS, and OB analyzed and interpreted the data.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^http://www.openwetware.org/wiki/Transforming_chemically_competent_cells; http://openwetware.org/wiki TOP chemically competent cells (accessed February 19, 2017).

## Supplementary Material

Figure S1 Growth curves and luciferase activity of *B. subtilis* P_*liaI*_-*lux* strains in full medium. Upper panel depict growth curves, lower panel show luminescence values normalized over optical density. Measurements were taken every 5 min over a time period of 15 h. Growth in full medium of P_*liaI*_-*lux* strains in the wild type background and individual *yyd* mutants.

Figure S2 Growth curves of *B. subtilis* wild type in full medium. Growth in full media of *B. subtilis* wild type, challenged with various concentrations of YydF^*^ after 1 h incubation. Measurements were taken every 5 min over a time period of 15 h.

Figure S3 Effect of YydF^*^ on *B. subtilis* membranes lipid packing state. Overlay of phase contrast and fluorescence images of *B. subtilis* cells stained with the membrane dye nile red after exposure to 4 μM YydF^*^ for 5 min.

Figure S4 Effect of YydF^*^ on *B. subtilis* membranes lipid packing state. Overlay of phase contrast and fluorescence images of *B. subtilis* cells stained with the membrane dye nile red after exposure to 4 μM YydF^*^ for 20 min.

Table S1 Strains, primers and plasmids.

Table S2 Complete RNA-sequencing (RNA-seq) profile of *B. subtilis* upon YydF^*^ treatment.

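Table S2 lists genes by log2 fold change with the non-induced samples over the treated ones, so that a negative value marks a gene induced by YydF*. For *liaH* the authors' deposited table gives −4.25 and for *yrhH* −2.66. Across its 21 genes the tabulated values equal those of the authors' deposited table at 1 decimal. The largest difference between a tabulated value and the edgeR value, turned to the same direction, was 0.066 on the log2 scale. The adjusted p-values of the table come from the Wald test of DESeq2.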

# Supplementary material for: The Epipeptide YydF Intrinsically Triggers the Cell Envelope Stress Response of Bacillus subtilis and Causes Severe Membrane Perturbations
**Source:** Front Microbiol. 2020 Feb 11;11:151. doi: 10.3389/fmicb.2020.00151
**Supplement:** Table S1 — Strains, primers and plasmids.

Table S1: Strains, Primers and Plasmids

| **Name** | **Description and comment** | **Source** |
| --- | --- | --- |
| *Bacillus subtilis* W168 | wild type, *trpC2* | lab strain |
| *Bacillus subtilis* W168 | wild type, *trp^+^* | (Nicolas et al., 2012) |
| TMB1732 | W168 *yydF-J*::*spec* | This study, (Butcher et al., 2007) |
| TMB1733 | W168 *yydIJ*::*spec* | This study, (Butcher et al., 2007) |
| TMB3822 | W168 *sacA*::P*_liaI_*-*luxABCDE* | (Popp et al., 2017) |
| TMB4265 | W168 *yydF*::*erm* *sacA*::P*_liaI_*-*luxABCDE* | This study, (Koo et al., 2017) |
| TMB4264 | W168 *yydG*::*erm* *sacA*::P*_liaI_*-*luxABCDE* | This study, (Koo et al., 2017) |
| TMB4263 | W168 *yydH*::*erm sacA*::P*_liaI_*-*luxABCDE* | This study, (Koo et al., 2017) |
| TMB3834 | W168 *yydIJ*::*spec* *sacA*::P*_liaI_*-*luxABCDE* | This study |
| TMB3828 | W168 *yydF-J*::*spec* *sacA*::P*_liaI_*-*luxABCDE* | This study |
| TMB2841 | W168 *sacA*::*luxABCDE (empty vector)* | (Pinto et al., 2018) |
| TMB1151 | W168 ∆*liaIH* | (Toymentseva et al., 2012) |
| TMB4188 | W168 *yydIJ*::*spec* ∆*liaIH* | This study |
| **Name** | **Sequence 5'-3'** | **Source / Name** |
| TM2895 | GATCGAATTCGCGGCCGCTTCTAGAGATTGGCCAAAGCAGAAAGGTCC | P*_liaI_* fwd |
| TM2896 | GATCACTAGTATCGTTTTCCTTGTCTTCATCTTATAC | P*_liaI_* rev |
| TM2262 | GAGCGTAGCGAAAAATCC | pBS3C*lux*checkfwd |
| TM2263 | GAAATGATGCTCCAGTAACC | pBS3C*lux*checkrev |
| TM2505 | CTGATTGGCATGGCGATTGC | pBS3C*lux* *sacA* front check fwd |
| TM2506 | ACAGCTCCAGATCCTCTACG | pBS3C*lux* *sacA* front check rev |
| TM2507 | GTCGCTACCATTACCAGTTG | pBS3C*lux* *sacA* back check fwd |
| TM2508 | TCCAAACATTCCGGTGTTATC | pBS3C*lux* *sacA* back check rev |
| TM0716 | CAGGAAAAGGCCATTTTACC | *ery*-check-fwd |
| TM0717 | AAATCGTCAATTCCTGCATGT | *ery*-check-rev |
| TM2759 | GAGGGGCTAGAGGACTATAGG | *yydF* check fwd |
| TM0149 | CGTATGTATTCAAATATATCCTCCTCAC | *spec*-check rev |
| TM5729 | gatcGGAATTCGCGGCCGCTTCTAGAG TAGCAGCGCCAACTGATATCATTG | P*_yydFa550-205_* fwd |
| **Name** | **Description** | **Source** |
| pBS3C*lux* | *sacA*´…´*sacA, luxABCDE, cat, bla* | (Radeck et al., 2013) |

Adebali, O., Ortega, D. R., and Zhulin, I. B. (2015). CDvist: a webserver for identification and visualization of conserved domains in protein sequences. Bioinformatics 31, 1475–1477. doi:10.1093/bioinformatics/btu836.

Koo, B.-M., Kritikos, G., Farelli, J. D., Todor, H., Tong, K., Kimsey, H., et al. (2017). Construction and Analysis of Two Genome-Scale Deletion Libraries for Bacillus subtilis. Cell Syst 4, 291–305.e7. doi:10.1016/j.cels.2016.12.013.

Pinto, D., Vecchione, S., Wu, H., Mauri, M., Mascher, T., and Fritz, G. (2018). Engineering orthogonal synthetic timer circuits based on extracytoplasmic function σ factors. Nucleic Acids Res. 46, 7450–7464. doi:10.1093/nar/gky614.

Toymentseva, A. A., Schrecke, K., Sharipova, M. R., and Mascher, T. (2012). The LIKE system, a novel protein expression toolbox for Bacillus subtilis based on the liaI promoter. Microb. Cell Fact. 11, 143. doi:10.1186/1475-2859-11-143.

# Supplementary material for: The Epipeptide YydF Intrinsically Triggers the Cell Envelope Stress Response of Bacillus subtilis and Causes Severe Membrane Perturbations
**Source:** Front Microbiol. 2020 Feb 11;11:151. doi: 10.3389/fmicb.2020.00151
**Supplement:** Table S2 — Complete RNA-sequencing (RNA-seq) profile of B. subtilis upon YydF* treatment.

Table S2: Complete RNA-sequencing (RNA-seq) profile of *B. subtilis* upon YydF* treatment

| **Gene** | **Operon^1^** | **Regulation/ Regulon^1^** | **log2 fold change** | **p-value** | **Protein Domains^2^** | **Description^1^** |
| --- | --- | --- | --- | --- | --- | --- |
| *liaH* | ***liaIH*** | LiaRS | -4.3 | 3.2·10^-189^ | PspA_IM30 | phage-shock protein homolog; resistance against envelope stress |
| *liaI* |  |  | -3.9 | 8.5·10^-95^ | DUF5362 | transmembrane protein; membrane anchor of LiaH |
| *hisG* | ***hisZGDBHAFI*** | YlxR | -3.7 | 5.6·10^-55^ | HisG | ATP phosphoribosyltransferase |
| *hisD* |  |  | -3.6 | 1.6·10^-83^ | Histidinol_dh | histidinol dehydrogenase |
| *hisB* |  |  | -3.5 | 3.4·10^-60^ | IGPD | imidazoleglycerol-phosphate dehydratase |
| *hisH* |  |  | -3.5 | 1.7·10^-68^ | GATase | imidazole glycerol phosphate synthase; glutaminase subunit |
| *hisF* |  |  | -3.4 | 6.0·10^-73^ | His_biosynth | imidazole glycerol phosphate synthase; synthase subunit |
| *hisI* |  |  | -3.3 | 3.1·10^-71^ | PRA-CH / PRA-PH | phosphoribosyl-AMP cyclohydrolase / phosphoribosyl-ATP pyrophosphohydrolase |
| *hisA* |  |  | -3.2 | 5.9·10^-68^ | His_biosynth | phosphoribosylformimino-5-aminoimidazole carboxamide ribotide isomerase |
| *hisZ* |  |  | -3.1 | 2.4·10^-52^ | tRNA-synt_His | histidyl-tRNA synthetase |
| *floT* | ***yuaF-floT-yuaI*** | SigW | -2.3 | 5.6·10^-53^ | Band_7 / Flot | membrane-associated scaffold protein involved in controling membrane fluidity |
| *yuaF* |  |  | -2.2 | 1.3·10^-17^ | NfeD | role in maintaining membrane integrity during conditions of cellular stress |
| *yuaI* |  |  | -2.1 | 2.6·10^-27^ | Acetyltransf_1 | n/a |
| *bcaP* | none | CodY | -3.3 | 2.3·10^-49^ | AA_permease_2 / AA_permease_C | branched-chain amino acid transporter |
| *ilvD* | none | CodY | -2.7 | 1.6·10^-81^ | ILVD_EDD | dihydroxy-acid dehydratase |
| *yrhH* | ***yrhH****-fatR-yrhJ* | SigW, SigM, SigX, SigV | -2.7 | 3.7·10^-69^ | Methyltransf_11 | similar to methyltransferase |
| *hpf* | *yvzC-fliD-filS-fliT-****hpf*** | PhoP, SigB, SigH, SigD | -2.4 | 5.9·10^-78^ | Ribosomal_S30AE / Ribosomal_S30AE_C | general stress protein |
| *iseA* | none | WalR | -2.2 | 2.1·10^-35^ | Endopep_inhib | inhibits in vitro activity of cell wall endopeptidases, inhibits cell separation |
| *yqjL* | none | SigW, SigB, SigM, SigV | -2.2 | 6.9·10^-91^ | Abhydrolase_1 / Ndr | general stress protein |
| *sasA* | none | SigW, SigM, SigV | -2.2 | 2.5·10^-77^ | RelA_SpoT | (p)ppGpp synthetase, small alarmone synthetase |
| *nhaX* | none | SigB, NhaX | -2.1 | 8.7·10^-40^ | Usp | general stress protein |

^1^(Zhu and Stülke, 2018), ^2^(Adebali et al., 2015)

How the deposited data were processed for this re-analysis (not part of the article)

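RNA sequencing of *B. subtilis* W168 compared 3 samples treated with 0.5 µM YydF* for 10 min with 3 non-induced samples, grown in LB medium. According to the paper, RNA was depleted of ribosomal RNA and sequenced from directional libraries, reads were mapped with Bowtie2 to the reference sequence of *B. subtilis* 168, and counts were made with featureCounts. The header of the deposited counts gives its version (1.6.1), its strand setting (1) and an annotation from SubtiWiki. The authors compared the groups with DESeq2 in R 3.4. The versions of Bowtie2 and DESeq2 are not given in the sources used here. The deposited counts are whole numbers for 5835 features. The deposited normalized signal values are, as tested on the values, these counts divided by the authors by a DESeq2 size factor per library. The log2 fold changes of the authors' deposited table were made by the authors with DESeq2, and their sign runs non-induced over treated. The counts were used for every test, and the authors' table only where it is named. The filter DESeq2 applied left 1957 features without an adjusted p in that table.

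Gene symbols and positions were taken from the deposited annotation. Of its 4246 gene features, 4242 matched the locus tags of the reference annotation, 4176 of them with the same coordinates. No rRNA or tRNA feature was counted. No genome sequence was used here, so base composition was not tested.

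Counts were filtered with filterByExpr, scaled with TMM and fitted with glmQLFit (robust) and glmQLFTest of edgeR 4.0.16 in R 4.3.3, with the group as the only term and a prior count of 0.125 for log2 fold changes. The filter kept 4449 features, 3867 genes and 582 others, and left out 1386. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05, and counts were also made at 2-fold and 4-fold, the latter the threshold of the paper. The groups, the tests of genes and lists, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined; some tests of explanations were chosen later, as is said with them. By that rule the text names the 21 genes of Table S2, whose values in the paper had been seen; the genes in the same operons, the rest of the *lia* operon and the *yyd* operon; up to 10 genes outside Table S2 with the largest rise and up to 10 with the largest fall among those past the threshold whose treated libraries all lie on the same side of the non-induced ones; and up to 4 genes per list with the smallest adjusted p. The latter groups leave out genes with a mean count under 10. Together these are 120 genes, not all of which are printed. Genes named outside the rule were chosen after their values were seen: *sigM*, *disA*, *katA*, *leuA*, *braB*, *argG*, *pbpD*, *mraY*, *uppS*, *floA*, *desK*, *desR*, *hisC*, *hisJ*, *ydjM*, *murF*, *sigB*, *sigW*, *sigX*, *khtU*, the *opu* and *ktr* genes, *qoxA*, *yabD*, *hag*, *tufA*, *ypbH*, *sunA*, S25, S1578 and the segments and genes opposite each other.

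The 24 gene lists were written from general knowledge of *B. subtilis*: the LiaR operon; the SigW, SigM, SigB and WalR regulons; SigX and D-alanylation; ABC transporters against antimicrobial peptides; the *yyd* operon; histidine, branched-chain and other amino acids; other CodY targets; ribosomal proteins; flotillins and lipid desaturase; fatty acids and phospholipids; peptidoglycan and teichoic acids; protein quality control; oxidative stress; the SOS response; respiration and ATP synthase; purines and pyrimidines; and markers of motile, competent and sporulating cells. Of 551 names, 550 matched a feature, all but *appA*. The lists were tested with camera of limma 3.58.1 on log2 CPM, with a preset correlation of 0.01 and with an estimated one. With the estimated correlation none of the 13 sets that camera called passed. With fry, which does not compare a list with other genes, 16 of the 24 lists passed, those 13 among them. Counts of members past the threshold are therefore given first.

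Libraries held 4891731 to 6711870 counts. The method was tested on simulated data, counts with known changes in 200 of 4449 genes. It recovered 18% of genes changed 1.3-fold, 56% at 1.5-fold, 84% at 2-fold and 98% at 4-fold, and 12 of 140 genes called were unchanged ones. Small changes were thus often missed in the simulation. In the data 1239 features were called, far more than were changed in the simulation. The adjusted threshold is easier to pass when more genes change, so these shares need not hold for the data. No 2 libraries of a group held the same counts: the chi-square per degree of freedom between them was 8.20 to 15.8.

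The replicate numbers are shared between the groups in the labels. Deviations from the group means correlated between libraries with the same number, at 0.468, 0.452 and 0.553 over 2717 features with a mean count of at least 100. Over all features tested the values were 0.179, 0.133 and 0.206, so the numbers were taken to pair the samples. The correlations between the others were negative, which is no separate support, since deviations within a group sum to 0. The methods describe treated and untreated samples as aliquots split from a day culture, without saying whether equal numbers mark the same culture. The main tests were planned with the group only and leave this pairing out, and the fit with the replicate number as a block was kept as an alternative. The others were DESeq2 size factors, library totals only, DESeq2 1.42.0, limma-voom, no filter, a mean count of at least 100, the authors' p-values over the features kept, glmTreat, a prior count of 2, fry for the lists, and leaving out each library in turn. The luminescence, growth, MIC and microscopy experiments of the paper were not analysed here.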

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

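The counts and lists were planned, but which of them to set out here was decided after their values were seen, as were *khtU*, *yabE*, S25 and S870. The tests for culture rounds and for a mix-up of strands were also chosen only after the result was seen; the others were set earlier, and the splits of the samples were planned.

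Many more features changed than the 4-fold threshold shows. Of the features tested, 607 were lower at an adjusted p under 0.05 from edgeR, and 102 outside Table S2 were at least 2-fold higher. With a replicate block the total was 1724, but each number occurs once in each group, so the block could only take out spread and this count does not test culture rounds as a cause. The genes at least 4-fold higher gained only 0.347 percentage points of the counts, too little for these genes alone to press down the rest. Features that rose by less are not covered by this value. The listed SigM genes, most of them under 4-fold, took 0.993% to 1.113% of the counts in non-induced libraries. In treated libraries they took 2.194% to 2.3%. Whether the 2 groups differed in anything but the peptide, such as the handling of the aliquots, was not tested and stays open beside a biological response.

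Among 10 splits of the 6 libraries into 3 and 3, the real one included, no share under 0.05 can be had. The real split gave 632 features higher, 607 lower, 123 at least 2-fold higher, 17 at least 2-fold lower and 22 at least 4-fold higher, and the highest of the other splits gave 0 each time, so 1 split, the real one, gave a count as large for each. For features 4-fold lower all 10 splits gave 0. For gene lists past camera's threshold the real split gave 13 of 24, and 2 splits gave as many, since the split that sets non-induced replicate 1 with YydF*-treated replicates 2 and 3 also gave 13. That split parts all 3 pairs of equal replicate number, as the real one does. This does not set it apart, since non-induced replicates 1 and 2 with YydF*-treated replicate 3 (2 lists) and non-induced replicates 1 and 3 with YydF*-treated replicate 2 (7 lists) do so too. The splits other than the real one called 0 features, yet each put between 2 and 13 lists past the threshold. A list can thus pass camera with the preset correlation where no feature is called. Each of these other splits still divides the treated libraries unevenly between its sides. Part of the difference between the groups thus remains between the sides, and part adds to the spread within them. The other splits therefore do not show what samples without a difference would give.

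Of the SigM regulon, 29 of 30 listed genes were higher. *khtU*, which encodes a potassium efflux transporter, had a log2 fold change of 1.73 (standard error 0.12), beside its operon partners *khtS* (1.89, standard error 0.14) and *khtT* (1.81, standard error 0.11). The segment S870 had a log2 fold change of 2.01 on few counts (1.345 to 2.519 with 1 library left out).

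Ribosomal protein genes were lower in 26 of 50 cases, with a median log2 fold change of −0.24. The median was −0.242 with TMM, −0.230 with DESeq2 size factors and −0.185 with library totals only. The median of all genes was −0.014, −0.002 and 0.042 under these scalings. The 3 scalings differ little, so the list could hardly reach 0 under any of them. An error common to all 3 was not tested. That the list lay below the median of all genes does not depend on scaling, which moves all genes alike. A trend with abundance is argued against by 10000 random lists matched on mean expression, among which the list lay at the percentile 0.21 from the low end. A trend with gene length is argued against likewise, at the percentile 0 among lists matched on length. The random lists draw genes singly, while the ribosomal protein genes vary together (estimated correlation 0.412). Both percentiles therefore overstate how rare such a median is. A slower growth of the treated cells, which the paper describes as minor, may contribute and was not tested.

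*yabE* had a log2 fold change of −1.77, while S25, a segment on the opposite strand that spans all of *yabE* (47673 to 50019), rose with a log2 fold change of 1.11 (standard error 0.09). Reads lost to the other strand would lower *yabD*, which also lies wholly opposite S25, like *yabE*, but its log2 fold change was −0.131 (standard error 0.10), which argues against this for the fall of *yabE*. Reads that only changed strand would leave the summed CPM of S25, *yabE* and *yabD* unchanged, but the sum was higher by 180 (standard error 41.6) in the treated libraries, which argues against it as the whole of the rise of S25. What lowered *yabE*, antisense RNA or another action of the treatment, stays open; a test on other genes is among the other observations.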

How the results depend on the processing

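The alternatives here were planned. All 21 genes of Table S2 kept at least 4-fold and an adjusted p under 0.05 under each scaling and filter, with DESeq2, limma-voom and the replicate block; *yuaF* fell under 4-fold without non-induced replicate 1 and without YydF-treated replicate 3. Features 4-fold lower numbered 0, but 1 with no filter and 0 to 1 over the leave-one-out fits. Features 2-fold lower numbered 10 with a mean count of at least 100, where fewer features were tested, and 13 to 28 leave-one-out. With glmTreat, which asks for more than the fold itself, 13 features passed at 4-fold higher, 53 at 2-fold higher and 1 at 2-fold lower. The replicate block called 822 higher and 902 lower, kept all 1239 calls, and gave 40 SigB genes higher and 1 SigW gene lower; SigB genes lower were 0 to 1 leave-one-out. Other counts of list members that the block moved are given beside them, and it ended no call of a named gene. With an estimated correlation in camera the adjusted p was 0.259 for the LiaR operon, SigW and histidine, 0.138 for SigM, 0.397 for SigB and 0.238 for branched-chain amino acids. Of the named genes, those that turned direction had not passed the test in either direction: *fliT* 0.0122 with library totals only (−0.194 to 0.0346 leave-one-out); *yydG* −0.0189 with limma-voom and −0.0162 with the replicate block (−0.174 to 0.157); *yydF* −0.201 to 0.667 and *yydJ* −0.0303 to 0.0688 leave-one-out. Turned sets, none past the threshold, had adjusted p of 0.923 (library totals only), 0.984 (mean count of at least 100), 0.982 (replicate block) and 0.711 to 0.953 (leave-one-out) for SigX, 0.984 for the transporters and for sporulation (both mean count of at least 100), 0.608 to 0.843 leave-one-out for sporulation and 0.783 to 0.979 for competence. The cause of these changes was not tested. The alternative without rRNA and tRNA features was not run, since no such feature was counted. Scaling by library totals only moved the median log2 fold change by 0.06. Of the comparisons of named genes across alternatives, 1576 were the same in direction and call, 58 lost their call, 13 gained one and 11 turned direction. Depth limits features with few counts, such as S870.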

Differences from the paper's values

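No value of the paper for these data differed from the value here by more than the following bounds. A fold change or a count was taken to differ where 1 value was more than 1.5 times the other, and for a fold change also by more than the replicate SD. A log2 fold change was taken to differ where the signs differed or the gap was over the replicate SD, or over 0.05 where that is larger. The 11 fold changes of Table 1, the 21 log2 fold changes of Table S2 and the count of 21 genes at the paper's threshold were each within these bounds, in the TMM fit and in each alternative that changes scaling, filter, tool, block or libraries. The exception is glmTreat, a stricter test than the paper's threshold, with 13 genes.

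The paper's count is of genes, and at its threshold the edgeR fit calls the same 21 genes and the unnamed segment S870, 22 features in all. DESeq2, limma-voom and the fit without non-induced replicate 2 call the paper's 21 genes alone. The fit without YydF*-treated replicate 3 also calls 21, with *fatR* in place of *yuaF*.

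For the operon of *yrhH*, Table 1 marks *yrhH* alone as specifically induced. *yrhH* was 6.25-fold higher here, *fatR* 3.86-fold and *yrhJ* 3.94-fold. Scaled by library totals only or without non-induced replicate 1, *fatR* and *yrhJ* also pass the paper's threshold, as does *yrhJ* with a mean count of at least 100 or without YydF*-treated replicate 2, and *fatR* without YydF*-treated replicate 3.

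Table 1 says that it gives the highest value of an operon, and for the operon of *floT* the paper gives 4.5-fold. The edgeR value for *floT*, the highest of the operon, is 4.82-fold, or 2.27 on the log2 scale, and the authors' deposited table gives *floT* −2.28 (log2, non-induced over treated). The gap to Table 1, which is within the bounds above, is thus also one to the authors' own table.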

Other observations

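Genes reported first in this part were grouped by lists set earlier; *sigW*, *sigB*, *sigX*, the *opu* and *ktr* genes, *qoxA*, *hag* and the genes opposite segments were picked after their values were seen, and the test of antisense segments was set down after some of its genes had been seen, and its repeat without those genes was chosen after the result.

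Some genes of energy conversion and nucleotide synthesis fell under YydF*. Of 28 genes of respiration and ATP synthase, 15 fell and none rose by edgeR's test (15 when adjusted over the list alone), including all 9 *atp* genes, such as *atpH* (log2 fold change −0.46, standard error 0.07), the oxidase gene *qoxA* (−0.58, standard error 0.11) and the NADH dehydrogenase gene *ndh* (−0.43, standard error 0.07). Of 26 genes of purine and pyrimidine synthesis 7 fell and 1 rose, and 8 and 1 when adjusted over the list alone. With a replicate block 13 fell and 3 rose, and without non-induced replicate 1, 12 were lower. The smallest adjusted p-values were those of the GMP synthesis genes *guaA* (−0.71, standard error 0.07) and *guaB* (−0.59, standard error 0.09), which did not have the largest fall. By camera the adjusted p was 3.64e-05 and 0.00489. With an estimated correlation the adjusted p was 0.238 and 0.397.

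Of 19 genes that mark motile cells 5 fell and none rose, also when adjusted over the list alone. Of these, *lytA* (−0.79, standard error 0.19), *lytB* (−0.98, standard error 0.11) and *lytC* (−0.87, standard error 0.09) form an operon for a wall autolysin, while the flagellin gene *hag* had a value of −0.10 (standard error 0.08). The count was 9 with a replicate block, and 3 without any 1 of the libraries except non-induced replicate 1. The adjusted p was 0.00466 from camera, and 0.397 with an estimated correlation. Markers of competent cells (1 of 13 higher, 1 lower; 2 lower with a replicate block) and of sporulation onset (1 of 20 higher, 1 lower; 2 and 2 with a replicate block) had 0 calls when adjusted over the list alone, and most of their calls were lost when a library was left out. The adjusted p of these sets was 0.749 and 0.902.

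In the *yyd* operon, which makes YydF, *yydI* had a log2 fold change of 0.39 (standard error 0.12, adjusted p = 0.0256 from edgeR), and the other 4 genes did not pass; *yydF* was at 1.65 ± 1.05 CPM without the peptide and 1.92 ± 0.58 CPM with it. The call of *yydI* was lost with DESeq2 (0.0624) and without non-induced replicate 1, non-induced replicate 3 or YydF*-treated replicate 2. The list adjusted alone gave 1 higher, and the adjusted p of the set was 0.305.

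Of the sigma factor genes, *sigW* rose (0.73, standard error 0.10), *sigB* had a value of 0.78 (standard error 0.25, adjusted p = 0.0758 from edgeR) and *sigX* of 0.02 (standard error 0.10). The following *opu* and *ktr* genes are a selection, made without a list, and leave out other genes for the transport of osmoprotectants and potassium: *opuAA* had a log2 fold change of −1.10 (standard error 0.08), *opuAB* of −1.02 (standard error 0.09), *opuAC* of −0.95 (standard error 0.10), *ktrD* of −0.84 (standard error 0.12) and *ktrB* of −0.46 (standard error 0.12). *ktrA* (−0.37, standard error 0.18) and *ktrC* (0.09, standard error 0.08) did not pass, nor did *opuBA*, *opuBB*, *opuBC* and *opuBD*, whose values lay between −0.21 and 0.22, or *opuE* (0.20).

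A hypothesis was that a rise of antisense RNA goes with a fall of the gene opposite to it, as at *yabE*. Of the 14 segments that rose at least 2-fold, 12 have a tested gene opposite, and the test took the 18 such genes other than *yabE*. Any overlap counted, from 19 of 456 bases in *yueC* to whole genes such as *cwlO* (−0.72) and *ydbP* (0.42). The median log2 fold change of the 18 genes was −0.17, with 6 lower and 1 higher. Random lists matched on mean expression had −0.01, which put the 18 genes at the percentile 4.17. The falls of *lytE* (opposite S327, which rose by 1.67 on the log2 scale) and *yutK* (opposite S1243, 1.03) had been seen before the test. Without these 2 genes the median of the other 16 was −0.13, at the percentile 12.3, which decides nothing, since 2 of the lowest genes were taken out. Genes opposite the same segment are not independent either, so the hypothesis stays open.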
